A study of Homo sapiens with 9 samples. Its data were reported in "Fusion-positive rhabdomyosarcoma oncofusions share a common interactome" (2026).

How the data were processed

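RH4 cells, a human fusion-positive rhabdomyosarcoma line, carried the Brunello kinome library, a pool of lentiviral vectors in which each cell receives Cas9 and 1 single guide RNA (sgRNA) against a kinase or kinase-related gene. Per the labels, infection kept a coverage of 1000 cells per sgRNA, and from 48 h on puromycin (0.25 µg/ml) was applied over 72 h. A portion was then taken as baseline. The study's main text describes a longer selection before baseline than its methods and the labels do. The labels were followed here, so the time from baseline to day 10 is uncertain. The rest recovered for 72 h and grew for 10 days with vehicle or with 1.5 nM pralatrexate, an antifolate that inhibits dihydrofolate reductase. The sgRNA cassette was amplified from genomic DNA and sequenced, so the read share of an sgRNA follows the share of cells that carry it. There were 9 libraries, 3 each of baseline, vehicle and pralatrexate. The labels number them as repeats, and the study describes them both as parallel cultures and as technical replicates, so the p-values measure only the spread between these libraries, which may be technical.

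The deposited count table held raw reads per sgRNA, not normalized, for 3152 sgRNAs, 4 for each of 763 genes and 100 non-targeting controls. The submitters' processing notes name Bowtie 1.0.0 as an aligner. Mismatch settings and the counting program are not given in the sources used here. Reads carried no molecular identifiers that the sources mention, so PCR copies counted as separate reads. The authors also deposited gene tables from MAGeCK, a program for ranking sgRNAs and genes in pooled screens, for vehicle against baseline and for pralatrexate against vehicle. In these deposited tables the authors gave a log2 fold change per gene, a rank-aggregation score, and a p-value with its false discovery rate for each direction. The version and options of MAGeCK are not given in the sources used here. The authors' deposited tables treat all non-targeting sgRNAs as 1 gene, which was left out of the counts of genes given here.

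The files name sgRNAs by gene and contain no guide sequences, so cut sites were not placed on the genome. Positions in the report are gene spans on GRCh38 from the GENCODE annotation, not positions of sgRNAs.

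Totals ran from 2468136 to 4602712 reads per library, or 1218.7 ± 221 reads per sgRNA (SD, n = 9 libraries). sgRNAs with a mean under 30 reads over the 9 libraries were removed. This took out 7 sgRNAs, 1 of them non-targeting and the others from 6 genes (AKT2, ERN1, GUK1, RPS6KA4, PAPSS1 and CKMT1A), which were then tested on their remaining 3. The other 3145 sgRNAs, 99 of them non-targeting, were fitted with edgeR 4.0.16 (quasi-likelihood, TMM scaling, group as the only term) in R 4.3.3, with all 9 libraries in 1 fit. The common dispersion was 0.0173, a coefficient of variation of 13.2% between libraries of a group. Pairs of libraries of a group differed by 10.7 to 25.7 times the sampling variance (chi-square over its degrees of freedom), so no 2 libraries were the same one deposited again. Correlations of log2 CPM within groups ran from 0.931 to 0.959 across sgRNAs, which are not independent replicates.

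The study used MAGeCK's robust rank aggregation. That program was not installed, so the same aggregation was run on the edgeR p-values. One-sided p-values were ranked over all sgRNAs for each direction. The score of a gene came from the ranks of its sgRNAs with a p under 0.25. Its p came from 100000 random sgRNA sets of the same size, where 1e-05 is the smallest value these sets can give, and was adjusted by Benjamini and Hochberg over 763 genes (FDR, threshold 0.05). A gene's log2 fold change is the mean over its sgRNAs, with the SD over those sgRNAs. Gene levels per library are mean log2 counts, scaled to library size (CPM), of the gene's sgRNAs. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, prior count 2, two-sided, adjusted over the 10 lists) and again with an estimated correlation. Dropout of essential genes per library was compared by an exact permutation test, and, after its result was seen, by an exact test over all sign changes of the differences within same-numbered day 10 libraries.

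The 10 lists held broadly essential genes, cell cycle and mitosis, replication checkpoint and DNA damage, transcription and RNA processing, PI3K, AKT and mTOR signalling, nucleotide and folate metabolism, MAPK cascades, growth-restraining kinases, receptor tyrosine kinases, and genes restricted to germline or lymphoid cells, which a sarcoma line should not need. Lists overlap, and 26 of the 38 broadly essential genes are also in another list. Lists, groups, comparisons, tests, most alternatives and the rule for named genes were fixed before the data were examined. They were fixed after the study's text and its published gene table had been read, so they are not blind to it. The rule named, for each comparison, the 15 depleted and 5 enriched genes with the largest change among genes past the threshold whose sgRNAs all, or all but 1, moved in that direction. It added the 5 genes the study names for the drug (CDK12, PIK3R1, NADK, MAST4 and PLK2) and up to 4 members of each list with the smallest p.

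The aggregation was tested on simulated counts drawn from the real means and library sizes, with 25 genes changed at each of 4 folds among 763. For vehicle against baseline it recovered 25 of 25 genes at 0.5-fold, 18 at 0.75-fold, 22 at 1.33-fold and 25 at 2-fold, with 1 unchanged gene called. For pralatrexate against vehicle the numbers were 25, 19, 20 and 25, with 1 unchanged gene called. Folds were set per gene, so recovery of genes whose sgRNAs change unequally was not tested.

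Replicate numbers come from the labels. Deviations of same-numbered vehicle and pralatrexate libraries from their group means correlated at 0.175 to 0.198 over sgRNAs in all 3 pairs, against −0.13 to −0.05 for other pairs. Deviations cancel out within a group, so the negative values follow from the positive ones and add no evidence. On the positive values, the numbers were taken as pairing these groups. A fit with the replicate number as a block was run beside the fit without it.

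Alternatives were median-of-ratios, non-targeting, total-count and germline or lymphoid scaling, no filter or a mean of 300 reads, fits of only the groups compared, the replicate block, DESeq2 1.42.0, reads summed per gene in edgeR, limma on gene means, the authors' deposited tables, leaving out each library in turn, and leaving out the strongest sgRNA of a gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.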

Results

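Abundance of 3152 sgRNAs was measured in RH4 cells at 3 points of a knockout screen. These were baseline after selection, 10 days with vehicle and 10 days with 1.5 nM pralatrexate, with 3 libraries each. Baseline libraries held 3483100 to 4431337 reads, vehicle libraries 3194504 to 4602712 and pralatrexate libraries 2468136 to 4227230. Mean reads per sgRNA were 1269.7 ± 152 at baseline, 1288.7 ± 241 with vehicle and 1097.7 ± 286 with pralatrexate (SD, n = 3 each). The Gini index, a measure of how unevenly reads spread over sgRNAs, was 0.239 ± 0.00339 at baseline, 0.287 ± 0.00252 with vehicle and 0.286 ± 0.000994 with pralatrexate (SD, n = 3 each).

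The comparison of vehicle at day 10 with baseline asked which knockouts RH4 cells lost or kept without drug. The largest decreases were those of CDK1, CDK9 and TRRAP. CDK1, which drives entry into mitosis, fell by 3.25 ± 0.72 on the log2 scale (SD, 4 sgRNAs; FDR 0.0018), to 0.105 of baseline. CDK9, which releases paused RNA polymerase, fell by 2.89 ± 1.36 (FDR 0.0064), and TRRAP, a scaffold of histone acetyltransferase complexes, fell by 2.56 ± 0.86 (FDR 0.0018). The CDK9 sgRNAs stood at −3.02, −2.08, −1.70 and −4.74, the last with 0 to 8 reads in vehicle libraries, and without vehicle 1 the mean was −4.01. Of 763 genes, 57 were depleted, with a median of −1.45, and 45 of them lay below −1. At an unadjusted p of 0.05 the numbers were 115 depleted and 61 enriched genes.

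The next largest decreases fell across several functions. CDC7, which fires replication origins, fell by 2.49, and CHEK1, the replication checkpoint kinase, fell by 2.20. MVK of isoprenoid synthesis (−2.44), DTYMK of thymidine nucleotide synthesis (−2.42) and GUK1 of guanine nucleotide synthesis (−2.16, on 3 sgRNAs) fell as well. CLP1, an RNA kinase of tRNA splicing, fell by 2.35 and TP53RK, of tRNA modification, fell by 1.99. The mitotic kinases PLK1 (−2.12) and AURKB (−1.87) fell, as did PLK4, of centriole duplication (−2.07). MTOR, the growth kinase, fell by 2.07, and LRPPRC, which stabilises mitochondrial mRNA, fell by 1.73. FDR values of these 12 genes ran from 0.0018 for DTYMK to 0.0135 for TP53RK. Only PLK1 among them lost its call under an alternative, at FDR 0.253 with a minimum mean of 300 reads. That mean includes the day 10 libraries, so the minimum also removes sgRNAs because they dropped out. PLK1 stood there at −2.29, the value of 1 of its sgRNAs alone, so this loss does not show a weak call.

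Among 38 broadly essential genes 31 were depleted and none enriched, with a median of −1.57 (camera adjusted p = 2.93e-40, or adjusted p = 0.00345 with an estimated correlation). Adjusted over the list alone, 37 were depleted. PKM, pyruvate kinase, fell by 1.51 (FDR 0.0018). In the cell cycle list 10 of 27 genes were depleted, and 15 adjusted over the list alone (median −0.57, adjusted p = 7.02e-09). BUB1B, of the spindle checkpoint, fell by 1.36 and CDK6, of G1 progression, fell by 1.45. In the replication checkpoint list 7 of 19 were depleted, and 10 adjusted over the list alone (median −0.49, adjusted p = 5.19e-08). PKMYT1, which restrains CDK1, fell by 1.57, and HUS1, of the checkpoint clamp, fell by 1.60. In the transcription and RNA list 8 of 27 were depleted and 1 enriched, and 13 and 1 adjusted over the list alone (median −0.37, adjusted p = 4.01e-05). GTF2H1, a subunit of TFIIH, fell by 1.35 and PRPF4B, of the spliceosome, fell by 1.36. With an estimated correlation the adjusted p was 0.00709 for each of these 3 lists.

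No other list passed its test. In the PI3K, AKT and mTOR list 4 of 16 genes were depleted (median −0.14, adjusted p = 0.157), and 4 depleted and 1 enriched adjusted over the list alone. Besides MTOR these were PDPK1, at −1.63 with 3 of 4 sgRNAs lower (FDR 0.0121), PIK3CA, at −1.20 (FDR 0.0186), and AKT1, at −0.51 (FDR 0.0154). In the nucleotide and folate list 4 of 26 were depleted, and 6 adjusted over the list alone (median −0.04, adjusted p = 0.201). They were DTYMK, GUK1, CAD of pyrimidine synthesis at −1.23 and NME6, a nucleoside diphosphate kinase homologue, at −1.03. In the MAPK list 1 of 33 was depleted and 1 enriched (median −0.02, adjusted p = 0.775), and in the growth-restraining list 2 of 22 were depleted and 1 enriched (median 0.05, adjusted p = 0.659), numbers that were equal adjusted over the list alone. MAPK14, the stress kinase p38α, fell by 1.58 and is in both lists. CSK, which restrains SRC kinases, fell by 0.84. None of 30 receptor tyrosine kinases passed, nor did any adjusted over the list alone (median 0.02, adjusted p = 0.659). IGF1R was at −1.39 with 3 of 4 sgRNAs lower (FDR 0.0739) and FGFR4 at −0.85 (FDR 0.112). IGF1R passed in a fit of the compared groups alone (FDR 0.028) and FGFR4 without vehicle 2 (FDR 0.0413), and both passed in limma on gene means (FDR 1.4e-09 and 1.65e-07) and in edgeR on summed reads (−0.55 and −0.71, FDR 4.48e-08 and 9.53e-11). None of 27 germline or lymphoid genes passed, nor did any adjusted over the list alone (median 0.04, adjusted p = 0.575). STK31 was at 0.29 and GUCY2D at −0.33 (FDR 0.508 and 0.102), and both passed in limma on gene means (FDR 0.0196 and 0.00209) and in edgeR on summed reads (FDR 0.00404 and 0.000694). For the germline or lymphoid, growth-restraining and receptor lists the mean was below 0 while the median and the test's direction were above it.

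sgRNAs of 4 genes were enriched. CDK13, a kinase of the RNA polymerase tail, rose by 0.91 ± 0.13 (SD, 4 sgRNAs; FDR 0.00763), or 1.88-fold. GSK3B and GSK3A, which mark β-catenin for degradation, rose by 0.50 ± 0.21 and 0.43 ± 0.24 (FDR 0.0229 and 0.0153), and RPS6KA3, a kinase downstream of ERK, rose by 0.39 ± 0.16 (FDR 0.0381). Non-targeting sgRNAs themselves moved by a median of 0.31 (SD 0.13 over 99 sgRNAs), while targeting sgRNAs had a median of 0.01. Relative to them CDK13 stood at 0.59, GSK3B at 0.18, GSK3A at 0.12 and RPS6KA3 at 0.08. Scaling on non-targeting sgRNAs moved the median of all genes to −0.31, and the call on RPS6KA3 ended there (FDR 0.457). CDK13 passed in 6 of 6 fits that left out a library. GSK3B failed without baseline 3 (FDR 0.0794) or vehicle 1 (0.111), GSK3A without baseline 1 (0.0738) or vehicle 1, 2 or 3 (0.111, 0.192 and 0.104), and RPS6KA3 without any of the 3 vehicle libraries or baseline 1 or 3 (0.0515 to 0.51). AKT1 failed without vehicle 2 (FDR 0.0684). In the authors' deposited table neither RPS6KA3 (FDR 0.0579) nor AKT1 (FDR 0.055) passes, and RPS6KA3 failed with a minimum mean of 300 reads (0.0553) and in DESeq2 (0.0732).

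Of single sgRNAs, 598 of 3145 changed from baseline to vehicle (edgeR, FDR under 0.05), 401 lower and 197 higher, or 32.9% higher. The higher ones included 38 of 99 non-targeting sgRNAs. With non-targeting scaling the split was 1412 lower and 12 higher, or 0.843% higher. The higher sgRNAs numbered 122, 115 and 110 without baseline 1, 2 or 3, and 336 in DESeq2 (41.3% higher). In 335 of 763 genes (43.9%) the 3 libraries of each group did not overlap, where chance gives 10%.

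The comparison of pralatrexate with vehicle at day 10 asked which knockouts cost cells more in the presence of the antifolate. sgRNAs of 5 genes were depleted. CDK12, a kinase of the RNA polymerase tail needed for expression of long DNA repair genes, fell by 0.64 ± 0.26 (SD, 4 sgRNAs; FDR 0.00381), to 0.643 of vehicle, with 4 of 4 sgRNAs lower. Its level was 8.69 ± 0.03 at baseline, 8.15 ± 0.09 with vehicle and 7.47 ± 0.35 with pralatrexate (log2 CPM, SD, n = 3). NADK, which makes NADP from NAD, fell by 0.59 ± 0.51 (FDR 0.00572), to 0.663 of vehicle, from 7.76 ± 0.05 to 7.16 ± 0.11. PIK3R1, the regulatory subunit of PI3K, fell by 0.40 ± 0.08 (FDR 0.00381), to 0.756 of vehicle, from 8.44 ± 0.15 to 8.05 ± 0.07. TAF9, a subunit of the transcription factors TFIID and SAGA, fell by 0.36 ± 0.27 with 3 of 4 sgRNAs lower (FDR 0.00509), from 8.16 ± 0.03 to 7.80 ± 0.05. PLK2, a stress-induced polo-like kinase, fell by 0.31 ± 0.13 (FDR 0.0412), from 8.47 ± 0.05 to 8.13 ± 0.14. MAST4, a microtubule-associated kinase and the other gene that the study names, was at −0.27 ± 0.16 with 4 of 4 sgRNAs lower and did not pass (FDR 0.0623).

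**Figure D1:**
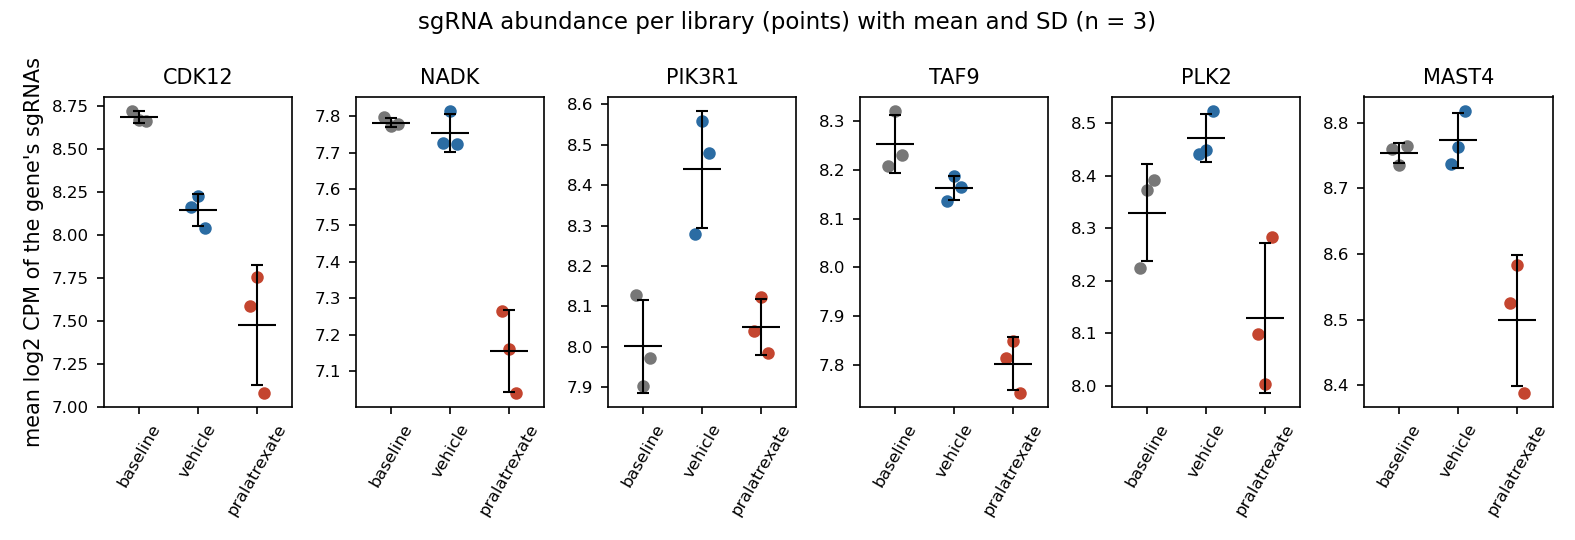
Mean log2 CPM of each gene's sgRNAs in the 9 libraries (points), with mean and SD of each group of 3 (bars), for the 5 genes depleted with pralatrexate and for MAST4, each panel on its own vertical scale. CDK12 was lower with vehicle (8.15) than at baseline (8.69) and lower again with pralatrexate (7.47), while PIK3R1 with pralatrexate (8.05) lay near baseline.

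In GRCh38, CDK12 spans chromosome 17, 39461486 to 39567559, and NADK chromosome 1, 1751232 to 1780457. The others lie on chromosome 5, PIK3R1 at 68215740 to 68301821, TAF9 at 69362026 to 69370013, PLK2 at 58453982 to 58460139 and MAST4 at 66596380 to 67169593. TAF9 overlaps the adenylate kinase gene AK6 on the same strand and the DNA damage checkpoint gene RAD17 on the other, and whether its sgRNAs cut either was not determined here.

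None of these 6 genes passed from baseline to vehicle. CDK12 was at −0.54 ± 0.33, or −0.85 relative to non-targeting sgRNAs (FDR 0.059), a value that passed in 2 of the 6 fits without a library, without baseline 3 (FDR 0.0288) and without vehicle 2 (0.0445). PIK3R1 was at 0.45 ± 0.32, or 0.14 relative to non-targeting sgRNAs (FDR 0.174). Both CDK12 and PIK3R1 passed in limma on gene means (FDR 0.00247 and 0.00058) and in edgeR on summed reads (−0.48 and 0.30, FDR 1.82e-05 and 0.000694). CDK12 also passed with non-targeting scaling (−0.87, FDR 0.0448), a minimum mean of 300 reads (0.0438) and a fit of the compared groups alone (0.0363). NADK was at −0.02, MAST4 at 0.02, PLK2 at 0.14 (0.09 without baseline 1) and TAF9 at −0.09. The authors' deposited table gives CDK12 at −0.45 with FDR 0.114 and PIK3R1 at 0.48 with FDR 0.104 for the same comparison.

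CDK12 and NADK passed in every fit that left out a library, but NADK rested on 2 sgRNAs. Its 4 sgRNAs stood at −0.27, −0.11, −0.75 and −1.25, and the last was the only 1 of 3145 sgRNAs to pass by itself (0.421-fold, FDR 0.00239), against 4 with the replicate block and 13 with DESeq2. Without its strongest sgRNA, NADK failed (−0.38, FDR 0.47), as did TAF9 (−0.28, FDR 0.0547) and PLK2 (−0.25, FDR 0.153), while CDK12 (−0.53) and PIK3R1 (−0.37) passed (FDR 0.00381 each). PLK2 failed in 6 of 6 fits that left out a library (FDR 0.0591 to 0.527), without a filter (0.058), in DESeq2 (0.0549) and in limma (0.0661). TAF9 failed without vehicle 2 (0.0591), vehicle 3 (0.0977) or pralatrexate 3 (0.0572), and PIK3R1 without vehicle 2 (0.0595). MAST4 passed without vehicle 1 (0.0366), pralatrexate 1 (0.0107) or pralatrexate 2 (0.0458) and with germline or lymphoid scaling (0.0483). In the authors' deposited table MAST4 passes (FDR 0.00985) and TAF9 does not (FDR 0.085). The depleted genes numbered 2 without vehicle 2 and 3 without pralatrexate 3.

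**Figure D2:**
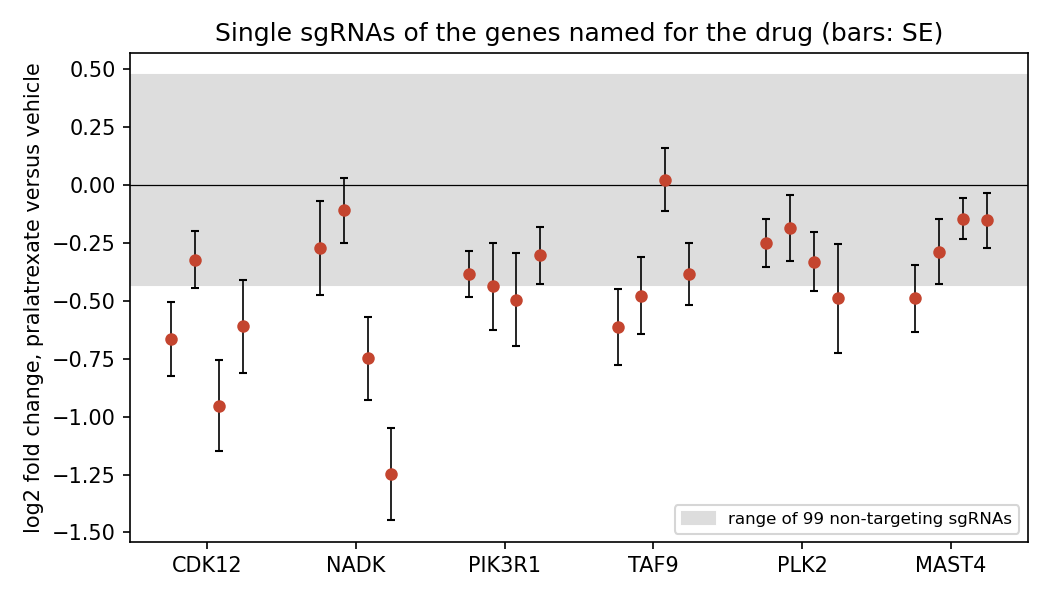
Log2 fold change of each sgRNA, pralatrexate against vehicle, with its standard error (bars), for the genes depleted with pralatrexate and for MAST4, beside the range of 99 non-targeting sgRNAs (grey). PIK3R1 sgRNAs lay close together, from −0.49 to −0.30, while those of NADK ran from −1.25 to −0.11.

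No gene was enriched with pralatrexate in the rank aggregation. At an unadjusted p of 0.05 there were 41 enriched and 30 depleted genes, and 176 of 3145 sgRNAs. edgeR on summed reads enriched 1 gene, CAD (0.30, FDR 0.0187), which stood at 0.27 ± 0.23 with 4 of 4 sgRNAs higher in the rank aggregation (FDR 0.13). limma enriched PFKL, a phosphofructokinase (0.54, FDR 0.00978), named after its values were seen, on 1 sgRNA with 7 to 26 reads in vehicle libraries and 38 to 91 with pralatrexate. CDK9 was at 1.03 ± 1.45 (FDR 0.671), on 1 sgRNA with 0 to 8 and 0 to 43 reads, and at 2.15 without vehicle 1. In 54 of 763 genes (7.08%) the libraries of the groups did not overlap. Chance gives 10% for libraries without pairs, a share that need not hold for these paired ones.

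None of the 10 lists differed between pralatrexate and vehicle (camera adjusted p = 0.95 for each, or adjusted p = 0.947 with an estimated correlation). The transcription and RNA list held 2 depleted genes of 27, CDK12 and TAF9 (median 0.03). The nucleotide and folate list held 1 of 26, NADK (median 0.01), with CAD also enriched adjusted over the list alone. In that list ADK, adenosine kinase, was at 0.01 and TK1, thymidine kinase, at −0.05. The PI3K list held 1 of 16, PIK3R1 (median 0.02). No gene passed among 38 broadly essential genes (median −0.02), 27 of the cell cycle (−0.01), 19 of the replication checkpoint (−0.03), 33 of MAPK cascades (0.00), 22 growth-restraining (0.04), 30 receptor (0.01) and 27 germline or lymphoid genes (0.02). Adjusted over the list alone, the transcription list had 2 depleted, the nucleotide list 1, the PI3K list 1 and the checkpoint list 1, while the essential list had 1 enriched. The checkpoint genes ATMIN and PKMYT1 were at −0.26 (FDR 0.1) and −0.20 (FDR 0.979). Without vehicle 3 they were at −0.02 and −0.08, and without vehicle 2 PKMYT1 was at −0.34. Median and mean, or median and test, differed in sign for the essential, cell cycle, MAPK, nucleotide, PI3K and transcription lists. The essential list passed without vehicle 1, at 0.11 above other genes (camera adjusted p = 0.000481), but not with an estimated correlation (adjusted p = 0.0694). ATMIN passed there as well (FDR 0.0496).

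The comparison of pralatrexate with baseline asked what cells lost over the same period with drug. sgRNAs of 56 genes were depleted, with a median of −1.51 and 45 below −1, and those of 2 were enriched. At an unadjusted p of 0.05 the numbers were 113 and 70. CDK1 fell by 3.50 ± 1.32 (SD, 4 sgRNAs; FDR 0.00191), to 0.0885 of baseline. The largest decreases after it were those of CDC7 (−2.48), DTYMK (−2.33), CHEK1 (−2.26), GUK1 (−2.25), TRRAP (−2.20), MVK (−2.18), MTOR (−2.14) and TP53RK (−2.14). PLK1 (−2.09), CLP1 (−2.02), CDK9 (−1.86), AURKB (−1.85), PLK4 (−1.84) and SEPHS2, of selenium metabolism (−1.81), followed. FDR values of these 15 genes ran from 0.00191 to 0.0112. With a minimum mean of 300 reads the calls on PLK1 and PLK4 ended (FDR 0.227 and 0.0516). This minimum also removes sgRNAs because they dropped out. It left PLK1 at −2.55, the value of 1 of its sgRNAs alone, and PLK4 at −1.32 in place of −1.84. CDK13 rose by 0.83 ± 0.19 and GSK3B by 0.58 ± 0.16 (FDR 0.00381 each), or 0.50 and 0.25 relative to non-targeting sgRNAs, which had a median of 0.34. GSK3B failed without pralatrexate 2 (FDR 0.0916).

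CDK12 fell by 1.17 ± 0.57 from baseline to pralatrexate (FDR 0.00286), to 0.443 of baseline. PIK3R1 was at 0.05, from 0.0012 to 0.12 in fits that left out a library, and at −0.25 with non-targeting scaling. NADK was at −0.62 (FDR 0.413), TAF9 at −0.45 (FDR 0.0814), MAST4 at −0.25 (FDR 0.239) and PLK2 at −0.18 (FDR 0.819), or −0.28 without pralatrexate 3. TAF9 passed without pralatrexate 1 (FDR 0.0323), and TAF9, NADK and MAST4 passed in limma on gene means (FDR 3.46e-05, 1.61e-06 and 0.01) and in edgeR on summed reads (FDR 1.22e-06, 1.31e-06 and 0.00136). Depleted genes numbered 30 of 38 in the broadly essential list (median −1.64, adjusted p = 3.53e-39), 10 of 27 in the cell cycle list (−0.53, 2.33e-08), 6 of 19 in the checkpoint list (−0.50, 6.47e-08) and 9 of 27 in the transcription list, with 1 enriched (−0.43, 3.61e-05). With an estimated correlation the adjusted p was 0.00375 for the first and 0.00771 for the other lists. The numbers adjusted over the list alone were 36, 14, 11 and 14 depleted. The remaining lists did not pass. They held 3 of 16 PI3K genes (4 adjusted over the list alone; adjusted p = 0.0966), 4 of 26 nucleotide genes (6; adjusted p = 0.152), 1 of 33 MAPK genes (1; adjusted p = 0.576), 2 depleted and 1 enriched of 22 growth-restraining genes (2 and 1; adjusted p = 0.424), and none of the receptor (adjusted p = 0.539) or germline or lymphoid genes (adjusted p = 0.352). Mean and median differed in sign for the growth-restraining and receptor lists.

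**Figure D3:**
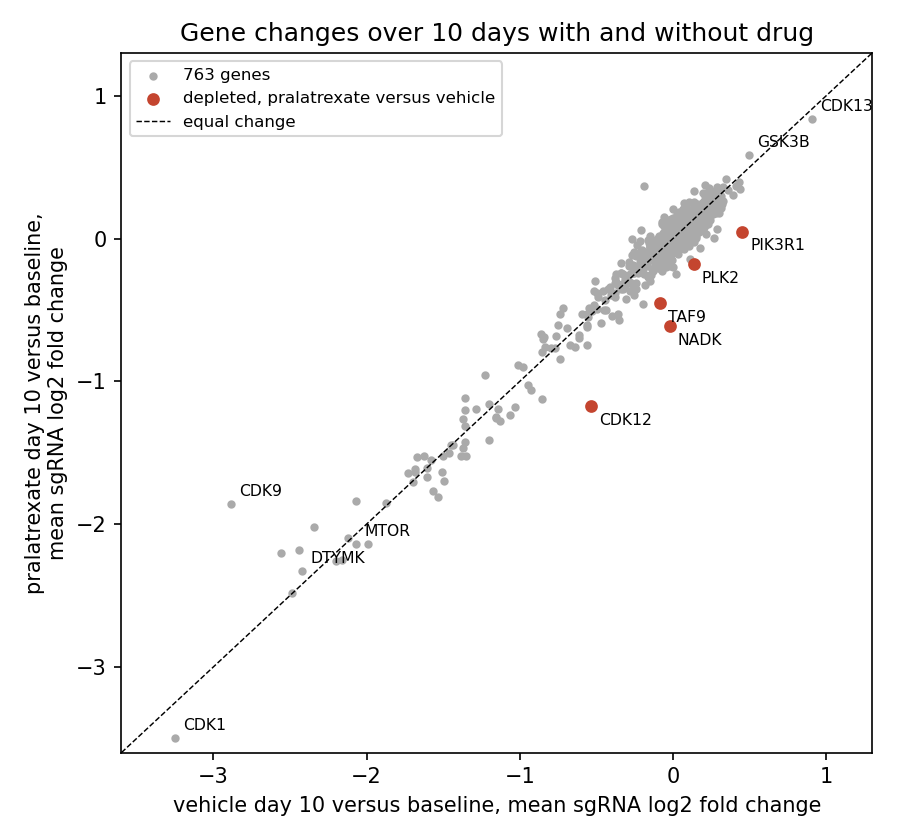
Mean sgRNA log2 fold change from baseline of 763 genes after 10 days with vehicle (horizontal) and with pralatrexate (vertical), with the 5 genes depleted with pralatrexate against vehicle in red and a dashed line of equal change. CDK1 stood at −3.25 and −3.50, and CDK12 lay below the line at −0.54 and −1.17.

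Depleted genes common to both day 10 groups numbered 51, out of 57 with vehicle and 56 with pralatrexate. Independent lists of these sizes would share 4.18 genes. Unchanged groups simulated against the same baseline libraries shared 0 on average over 10 simulations. Unchanged groups give few calls to share, so this value does not measure what the shared baseline libraries add. Part of the excess over independent lists may come from the shared baseline libraries, which are too few to divide. CDK13 and GSK3B were enriched in both. Genes passing with vehicle only included AKT1, ATR and WNK1, and those with pralatrexate only were ACTR2 (−1.13), CDK12, MAPK6 (−0.59), PIK3R4 (−0.76) and PTK2 (−0.55), apart from CDK12 named after their values were seen. Of these, CDK12 alone passed when pralatrexate was tested against vehicle. With non-targeting scaling the calls on MAPK6 and PIK3R4 ended (FDR 0.0645 and 0.0506), and without pralatrexate 2 that on PTK2 (0.0614). Single sgRNAs numbered 412 lower and 188 higher than baseline, or 31.3% higher, and 1260 and 10, or 0.787% higher, with non-targeting scaling. The higher ones numbered 98, 103 and 94 without baseline 1, 2 or 3, and 315 in DESeq2 (40.6% higher). In 350 of 763 genes (45.9%) libraries did not overlap.

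**Figure D4:**
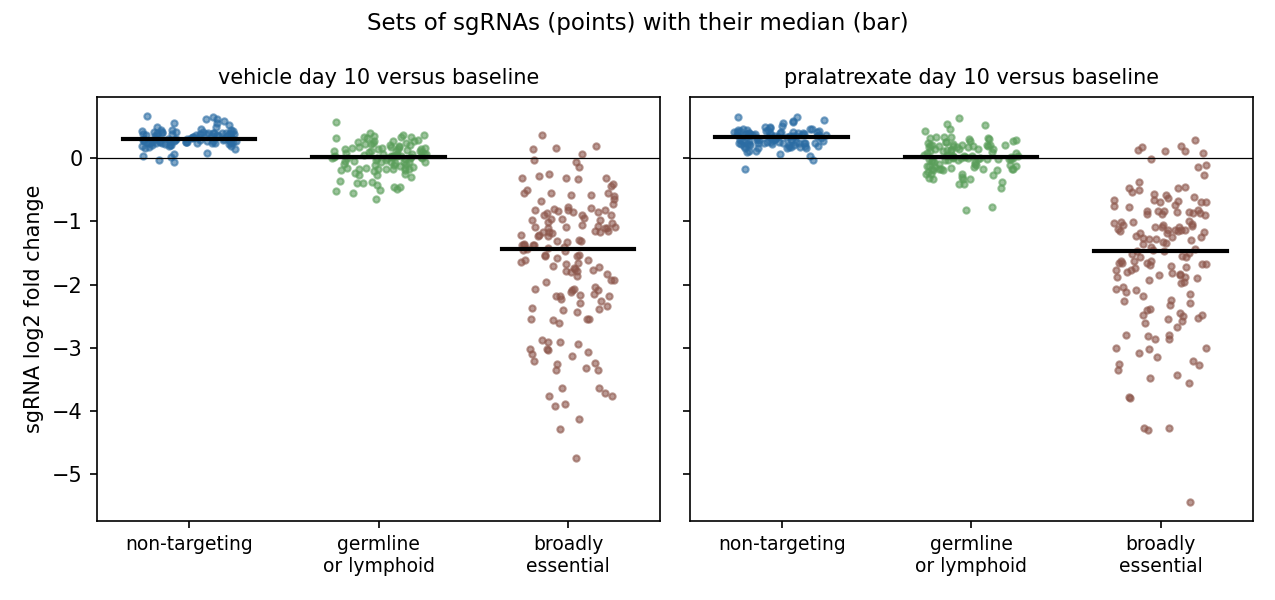
Log2 fold change from baseline of single sgRNAs (points) with the median (bar) for 99 non-targeting, 108 germline or lymphoid and 151 broadly essential sgRNAs, with vehicle and with pralatrexate. Non-targeting medians were 0.31 and 0.34, and germline or lymphoid medians 0.03 and 0.02.

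The drug comparison rests on cells that kept dividing in both arms, and the dropout of essential genes gives a measure of this. Relative to non-targeting sgRNAs, the median of 151 sgRNAs of the broadly essential list changed from baseline by −2.04 ± 0.04 with vehicle and −1.96 ± 0.07 with pralatrexate (log2, SD, n = 3 each). The difference of 0.08 did not pass an exact permutation test (two-sided p = 0.2), whose smallest possible p with 3 against 3 libraries is 0.1. Within same-numbered libraries, with the replicate number as a block, the differences were 0.11, 0.05 and 0.09, all of 1 sign (mean 0.08, SD 0.03, n = 3 pairs; exact permutation p = 0.25, the smallest possible). Neither test could reach 0.05, so a small difference in dropout is left open.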

Values the study reported

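The study described the library as aimed at 763 genes for kinases or their regulatory subunits, introduced at 1,000x coverage and read to a mean of 1200 reads per sgRNA. Pralatrexate was used at 1.5 nM for 10 days. In a separate assay the study gave a mean IC50 of 0.3712 nM for pralatrexate in RH4 cells. The genes it named as depleted with pralatrexate were CDK12, PIK3R1, NADK, MAST4 and PLK2, with little or no change without the drug.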

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

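Germline or lymphoid scaling, the block on day 10 libraries alone (for genes and for dropout), the estimated correlation without a library and the fits without a gene's strongest sgRNA were chosen after seeing the data. CDK12 and NADK were depleted with pralatrexate against vehicle in every alternative that kept all 4 sgRNAs and in every fit without a library. Over all alternatives, for named genes and the dropout of essential genes, 1421 values stayed on their side of the threshold with the same sign, 41 lost and 34 gained a call, and 13 turned sign. Most of the last lay near 0, and none had passed the test. Unless its construction shows it, the cause was not tested.

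Non-targeting scaling lowered all genes against baseline, by construction, since those sgRNAs had risen. With vehicle it put STK31 at −0.0406, MAST4 at −0.31 and PLK2 at −0.20, with pralatrexate PIK3R1 at −0.25, and changed 1424 and 1270 sgRNAs. Total counts put NADK with vehicle at 0.0021, and germline or lymphoid scaling ADK with pralatrexate against vehicle at −0.016. Summed reads put MAST4 with vehicle at −0.012 and PIK3R1 with pralatrexate against baseline at −0.086, and the authors' deposited table puts ATMIN against vehicle at 0.088. Deposited fold changes for that comparison correlated at 0.785 with the median over sgRNAs and 0.707 with the mean used here. The 2 ATMIN values may therefore not be the same measure.

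Against baseline, gene tests on summed reads or gene means called more genes than rank aggregation. Summed reads in edgeR gave 161 depleted and 109 enriched with vehicle, 175 and 122 with pralatrexate against baseline, and 5 and 1 against vehicle. limma gave 151 and 69, 152 and 75, and 4 and 1, without PLK2. DESeq2 changed 13 sgRNAs with pralatrexate against vehicle.

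Without 1 library, pralatrexate against vehicle gave 2 to 6 depleted genes, 1 to 3 changed sgRNAs and 0 to 1 passing lists. Enriched genes numbered 2 to 5 with vehicle and 1 to 7 with pralatrexate against baseline, the last without baseline 3. Against vehicle, ADK ran from −0.0673 to 0.0757, TK1 from −0.0995 to 0.00663, the cell cycle list from −0.0399 to 0.0484 relative to other genes, the PI3K list from −0.0271 to 0.00588 and the receptor list from −0.0069 to 0.0131. MAST4 with vehicle ran from −0.00171 to 0.0369.

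With the replicate number as a block, pralatrexate against vehicle gave 4 changed sgRNAs in place of 1. It changed no call on a gene or list there. Baseline libraries share only a number with the others, with correlations of 0.0224 to 0.0706 with vehicle and −0.03 to 0.02 with pralatrexate. Each vehicle library correlated best with its own number at baseline, a hint from the data and not the design. The block gave 57 depleted and 5 enriched genes with vehicle and 57 and 2 with pralatrexate against baseline. The dropout difference was 0.08 within same-numbered day 10 libraries (exact permutation p = 0.25), 0.08 with the same-numbered baseline library subtracted, which shares only a number (p = 0.3), 0.06 with germline or lymphoid sgRNAs as reference (p = 0.5) and 0.04 with the mean (p = 0.6). At this depth and spread between libraries, 0.75-fold changes were recovered for 76% of simulated genes for pralatrexate against vehicle, so changes as small as that of PLK2 can be missed. Unequal changes among the sgRNAs of a gene were not simulated, so the share for real genes may be lower.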

Other observations

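The tests on CDK13 were chosen only after its values were seen. Those on non-targeting sgRNAs and on other splits of the libraries were set before their results.

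Non-targeting sgRNAs, which cut no gene, rose against the library from baseline to day 10, by 0.31 with vehicle and 0.34 with pralatrexate, and took 3.29% of reads at baseline but 4.20% and 4.16% at day 10. If the loss of essential-gene sgRNAs alone had raised all others, germline or lymphoid sgRNAs would have risen as far, but non-targeting sgRNAs exceeded them by 0.28 with vehicle (95% bootstrap interval 0.23 to 0.37) and 0.32 with pralatrexate. Matching on baseline abundance left 0.33 (0.22 to 0.41) and 0.31. Germline or lymphoid sgRNAs lay 0.0225 (−0.05 to 0.08) and 0.00768 above the median of all targeting sgRNAs, which is consistent with a cost of Cas9 cutting itself, whatever the gene. That remains a hypothesis, since sgRNAs that cut outside genes were not analysed here.

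CDK13 sgRNAs rose with vehicle and with pralatrexate, while those of CDK12, its close relative, were at −0.54 and −1.17. If CDK13 sgRNAs did not cut, they would lie among the non-targeting sgRNAs, but their median exceeded the highest of these by 0.27 with vehicle and 0.25 with pralatrexate. With vehicle the CDK13 sgRNAs stood at 0.99, 1.01, 0.90 and 0.72, all above the highest non-targeting sgRNA (0.67). With pralatrexate they stood at 0.88, 0.93, 0.96 and 0.56, and only the last lay below the highest non-targeting sgRNA (0.66). The lowest CDK13 sgRNA exceeded the non-targeting median by 0.41 and 0.22. These values argue against 1 sgRNA, or a clone carrying it, as the cause of the whole rise. CDK13 was chosen because its sgRNAs rose together, and whether clones added to the rise of any single sgRNA was not tested. A growth gain on loss of CDK13 may be an explanation, and it was not tested, as no sample measures growth of single knockouts. CDK13 spans chromosome 7, 39950121 to 40099580, in GRCh38.

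For each comparison, the 6 libraries form 10 splits into 3 and 3, too few for a share under 0.05, and the real split was 1 of 10 to reach its number. Fitted on those libraries alone, vehicle against baseline called 63 genes and the highest other split 0. Pralatrexate against baseline called 61 and the highest other 1. In these comparisons with baseline, every other split puts baseline and day 10 libraries in the same group. The real changes then widen the spread within groups and leave few calls possible. These numbers therefore do not measure chance calls at the real spread. Pralatrexate against vehicle called 5 and the highest other 1. Of its splits, 4 part all 3 pairs of same-numbered libraries, the real one included, and the others of these called 0, while splits that keep pairs together called up to 1.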
